A study of Austrofundulus limnaeus and Nothobranchius furzeri and Aphyosemion australe with 30 samples. Its data were reported in "Evolution of diapause in the African turquoise killifish by remodeling the ancient gene regulatory landscape" (2024).

How the data were processed

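Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, on nuclei from pools of dissected whole embryos. The series labels 30 samples from 4 killifish species: 9 from the African turquoise killifish, 14 from the South American killifish, 4 from the lyretail killifish and 3 from the red-striped killifish. Groups were taken from the labels. Pre-Dia embryos carried a Kupffer's vesicle, Dev embryos were developing with a heart rate above 60 beats per minute, Dia 6d embryos had been in diapause for 6 days and Dia 1m embryos for 1 month. The lyretail and red-striped killifish have no diapause, so that only Pre-Dia and Dev embryos were sampled from them.

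Per the study's methods, the authors trimmed reads with TrimGalore, aligned them with Bowtie2, removed duplicates and poorly mapped reads with Picard and SAMtools, shifted reads for the Tn5 insertion with deepTools, called peaks with MACS2 and merged them into consensus peaks per species. The assemblies were Nfu_20140520 for the African turquoise killifish, Austrofundulus_limnaeus-1.0 for the South American killifish and MPIBA_Aaus_1.0 for the lyretail killifish. Reads of the red-striped killifish were aligned to the lyretail assembly. The authors tested peaks with DiffBind, using DESeq2 and edgeR. Coordinates are given as in the authors' tables, whose smallest start is 0 in the South American killifish table, so that starts appear to count from 0.

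The deposited tables are named RPKM, but their values are a signal of another kind: reads per consensus peak divided by 1 factor per library, with no division by peak width. Every value was checked for being a whole multiple of the value of 1 read within a tolerance of 0.01 reads. The lowest share of whole multiples in any column was 99.9942%, whereas the highest share if the values were multiplied back by peak width was 24.0%. The largest difference between a library's factor and a median-of-ratios factor recomputed from the recovered reads was 3.90% in the African turquoise and 1.80% in the South American killifish table. Values are called normalized reads here. The signal was tested as set out before the data were examined, with limma on log2(value + 1), although RPKM had been assumed then. The planned share of library reads in peaks needs library totals that were not used here, and the total of recovered reads in consensus peaks took its place. Fold changes on this scale understate the change of peaks with few reads.

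The South American killifish had 2 tables that the authors normalized separately. The larger one held 9 libraries and 68977 peaks and was used for all comparisons within that species. The smaller one held 3 libraries and 17343 peaks and entered no model. A further 4 columns of the larger table were not used as measurements: 100% of their values equalled the smaller table in its own peak order, and none of those peaks matched the peaks they stood beside. The remaining South American samples were not analysed here. Replicate 1.5 is a number from the labels, which do not explain it.

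For each species with diapause, 1 limma fit (version 3.58.1, R 4.3.3) with 4 groups and a trended prior gave 6 pairwise contrasts and a pooled contrast, the mean of Dia 6d and Dia 1m minus the mean of Pre-Dia and Dev. Tests were two-sided, and Benjamini-Hochberg adjustment ran over all consensus peaks within a contrast, with a threshold of 0.05 on the adjusted p. Diapause-specific peaks followed the definition of the study with limma in place of its tools: higher in at least 1 of the 4 diapause against development contrasts, and not past the threshold in either direction between Dev and Pre-Dia. The lyretail and red-striped fits compared Dev with Pre-Dia. Each of these had 1 Dev library, which was assumed to vary like the Pre-Dia libraries, with 2 residual degrees of freedom in the lyretail and 1 in the red-striped killifish. No filter on low values was applied.

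The rule for naming peaks was fixed before the data were examined. In each species with diapause it took the 3 diapause-specific peaks with the largest pooled difference among those in which every diapause library exceeded every development library, and the mirrored 3 for lower peaks. In each species without diapause it took the 2 largest increases and the 2 largest decreases past the threshold. Peaks were numbered as in the authors' tables. The tables do not pair peaks with genes, and placing peaks on genes needs an annotation of these assemblies, which was not used here, so the planned test of genomic position and the planned list of genes were not analysed here.

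Principal components were computed from centred, unscaled log2 values. Scores, depth and spread were compared between diapause and development libraries with two-sided exact permutation tests over all 126 splits of 9 libraries. Lyretail and red-striped peaks, which share an assembly, were matched by an overlap of at least 1 bp (GenomicRanges 1.54.1). No sequencing batch or date is given in the labels. No replicate pair agreed within sampling noise, with a chi-square per peak of 2.38 to 13.7 on recovered reads, so each library counted as 1 replicate.

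Each fit was tested on simulated data before use, with reads drawn from the real means and depths and 100 peaks changed by each fold. Far fewer peaks were changed than were called in the real pooled contrasts, and the adjusted p depends on that share. Recovery and false calls therefore describe the simulated setting, not the rates in the real data. In the African turquoise killifish, limma recovered 17% of peaks changed 2-fold and 88% of those changed 4-fold in the pooled contrast, among 60359 peaks, with 2 false calls of 107. For the South American killifish it recovered 25% and 99% among 68977 peaks, with 4 false calls of 128. In the lyretail simulation it recovered 6% and 63% among 57293 peaks, but 24 of 93 calls were false. In the red-striped simulation it recovered 0% and 15% among 61353 peaks, with 1 false call of 16. There, edgeR recovered 26% and DESeq2 4% of peaks changed 4-fold.

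Alternatives set before the data were examined were a pseudocount of 0.1, a filter on mean values of at least 1, median centring, quantile normalization, separate fits per contrast, the replicate number as a block, a threshold of 0.01, leaving out each library in turn, and a reciprocal overlap of 50%. Alternatives chosen after seeing the data were a filter on mean values of at least 20, calls for the smaller table made without Pre-Dia replicate 1.5, and the count tests edgeR (4.0.16, quasi-likelihood) and DESeq2 (1.42.0) on recovered reads. South American Dia 1m replicate 3 and lyretail Pre-Dia replicate 3 were left out of the count tests. The value of 1 read was judged less certain in them. The smallest value was 2 reads in lyretail Pre-Dia replicate 3. In South American Dia 1m replicate 3 it was 1 read, at 5 peaks, and South American Dev replicate 2, with 1 such peak, was kept. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.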

Results

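Accessible chromatin was profiled in embryos of 2 killifish species that enter diapause, a state of suspended development, and of 2 species that do not. In the African turquoise killifish, 2 Pre-Dia, 2 Dev, 2 Dia 6d and 3 Dia 1m libraries covered 60359 consensus peaks. The South American killifish table analysed here held 2 Pre-Dia, 2 Dev, 3 Dia 6d and 2 Dia 1m libraries over 68977 peaks. The lyretail killifish had 3 Pre-Dia libraries and 1 Dev library over 57293 peaks, and the red-striped killifish had 2 Pre-Dia libraries and 1 Dev library over 61353 peaks. Values are reads per consensus peak normalized by a factor per library by the authors. The median peak was 421 bp wide in the African turquoise killifish, 379 bp in the South American, 455 bp in the lyretail and 281 bp in the red-striped killifish.

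Depth was read from the recovered reads in consensus peaks, in megareads (M). African turquoise libraries held 3.05 and 2.26 M reads in Pre-Dia, 6.24 and 5.18 M in Dev, 3.93 and 3.22 M in Dia 6d, and 3.45, 3.59 and 3.94 M in Dia 1m. South American libraries held 2.99 M (replicate 1.5) and 11.4 M in Pre-Dia, 9.09 and 10.4 M in Dev, 7.62, 8.38 and 6.40 M in Dia 6d, and 8.09 and 8.81 M in Dia 1m. Lyretail libraries held 6.89, 3.16 and 9.58 M in Pre-Dia and 3.65 M in Dev. Red-striped libraries held 1.93 and 1.37 M in Pre-Dia and 2.03 M in Dev. The median number of reads per peak ranged from 23 to 56 in African turquoise, 23 to 91 in South American, 33 to 101 in lyretail and 15 to 20 in red-striped libraries.

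Depth was compared between diapause and development libraries, because a difference could shift every peak of a library. African turquoise libraries held 3.63 ± 0.31 M reads in peaks in diapause (SD, n = 5) and 4.18 ± 1.84 M in development (SD, n = 4; exact permutation p = 0.54). The South American values were 7.86 ± 0.92 M (SD, n = 5) and 8.47 ± 3.78 M (SD, n = 4; exact permutation p = 0.762). The sign of this difference rested on single libraries. It became 0.134 M without African turquoise Dev replicate 1, 0.380 M without South American Pre-Dia replicate 2 and 0.0206 M without South American Dev replicate 2. Without South American Pre-Dia replicate 1.5, the difference was -2.44 M (exact permutation p = 0.0179). The 10 strongest peaks took 6.51 ± 0.65% of the reads in South American diapause libraries (n = 5) and 4.14 ± 1.29% in development libraries (SD, n = 4; exact permutation p = 0.0159, 0.0954 after Benjamini-Hochberg adjustment over 6 such tests). None of the 6 tests of depth, share of the 10 strongest peaks and interquartile range passed 0.05 after adjustment.

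Principal component analysis asked whether diapause and development libraries separate. In the African turquoise killifish, the first component held 31.1% of the variance. Its mean score was 60.6 ± 57.5 in diapause (SD, n = 5) and -75.8 ± 43.3 in development (SD, n = 4; exact permutation p = 0.0159, with 0.00794 the smallest p that 126 splits allow). Dia 1m replicate 3 was the exception among the diapause libraries, with a score of -20.0. It still lay above every development library, narrowly, as the highest of these was Dev replicate 1 at -21.0. The exact permutation p of the first component rose to 0.0893 without Dev replicate 2 and to 0.0857 without Dia 1m replicate 1. In the South American killifish the first component held 32.7% of the variance. Its mean score was 58.6 ± 23.5 in diapause (SD, n = 5) and -73.3 ± 49.6 in development (SD, n = 4; exact permutation p = 0.00794, the smallest that the splits allow). The second component differed in neither species by this test (exact permutation p = 0.19 and p = 0.437). Across peaks, which are not independent replicates, Pearson correlations between libraries of different states ranged from 0.632 to 0.837 in the African turquoise and from 0.715 to 0.846 in the South American killifish. Between libraries of the same stage they ranged from 0.695 to 0.908 and from 0.80 to 0.919.

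**Figure D1:**
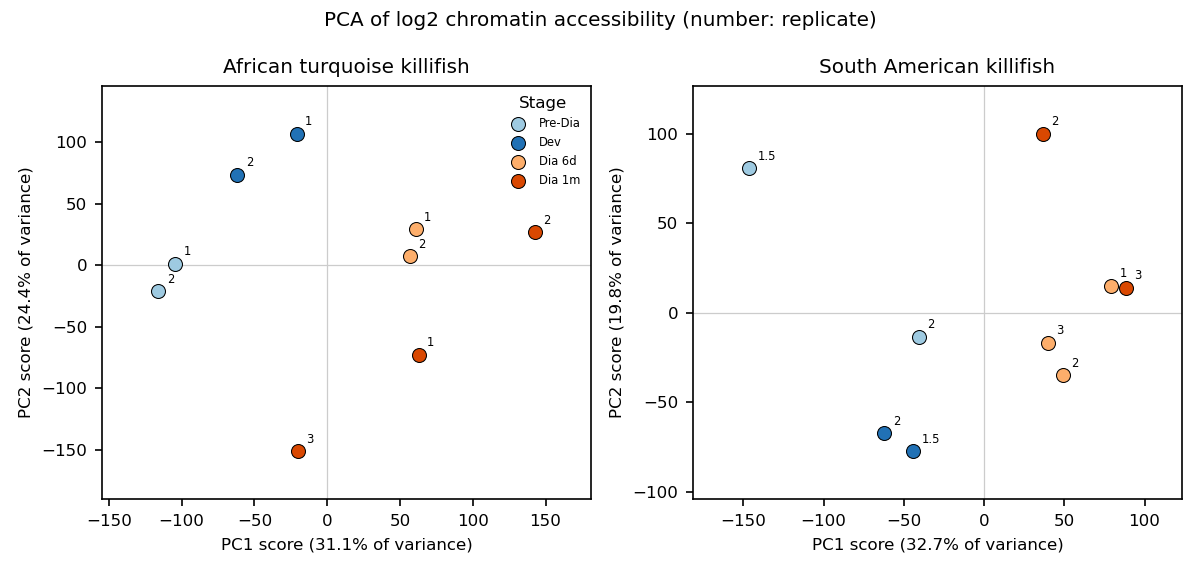
Scores of each library on the first principal component (x axis) and the second (y axis), with the share of variance on each axis, for both species with diapause; colours give the stage and numbers the replicate. In the South American killifish all 5 diapause libraries lie to the right of 0 and all 4 development libraries to the left. In the African turquoise killifish Dia 1m replicate 3 lies left of 0 at -20.0, just above the highest development library, Dev replicate 1 at -21.0.

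Diapause stages were compared with development stages pairwise to find regions whose accessibility differs in diapause. In the African turquoise killifish, 2455 peaks passed the threshold between Dia 6d and Pre-Dia (1716 higher and 739 lower in Dia 6d) and 474 between Dia 6d and Dev (305 higher, 169 lower). Between Dia 1m and Pre-Dia there were 4996 (2850 higher, 2146 lower) and between Dia 1m and Dev 4891 (2189 higher, 2702 lower). Between stages of the same state, limma called 52 peaks for Dev against Pre-Dia (46 higher, 6 lower), with 8497 at an unadjusted p under 0.05. For Dia 1m against Dia 6d it called 17 peaks, 0 of them higher, with 4953 at an unadjusted p under 0.05. On the recovered reads, edgeR called 36 and DESeq2 123 for that contrast, of which 1 and 24 were higher. A separate fit of only the Dev and Pre-Dia libraries gave 6110 peaks in place of 52. Leaving out 1 library moved each of these 6 counts over 1.5 times. For example, Dia 6d against Pre-Dia gave 35 peaks without Dia 6d replicate 2 and 8230 without Dia 1m replicate 3. In the pooled contrast 6802 peaks passed, 3622 higher and 3180 lower in diapause, with a median absolute log2 difference of 1.14. The majority direction was not stable: lower peaks outnumbered higher ones after quantile normalization (3957 higher, 4131 lower) and without Dia 1m replicate 2 (4769 higher, 5158 lower).

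By the definition of the study applied with limma, 4719 African turquoise peaks were diapause-specific, 7.82% of all consensus peaks. The mirrored definition gave 4145 peaks lower in diapause, and 27 peaks met both definitions. The median pooled log2 difference of the diapause-specific peaks was 0.98. Every diapause library exceeded every development library in 1682 of them (35.6%), and in 2689 of all 60359 peaks. Every diapause library lay below every development library in 1859 of the 4145 lower peaks (44.8%), and in 3872 of all peaks. The diapause-specific peaks were wider than consensus peaks in general, with medians of 489 and 421 bp. The lower peaks were wider as well (median 493 bp), so the width is not particular to diapause-specific peaks. Applying the same definition to the recovered reads with DESeq2 or edgeR gave 6134 peaks, of which 4292 were among the 4719. The count depended on single libraries throughout. It was 2466 and 2120 without Pre-Dia replicates 1 and 2, 2361 and 2546 without Dev replicates 1 and 2, and 2788 and 2843 without Dia 6d replicates 1 and 2. Without Dia 1m replicates 1, 2 and 3 it was 2042, 7698 and 8386.

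The 3 named African turquoise peaks with the largest increase among those separated in every library lay on NC_029652.1, NC_029649.1 and NW_015447614.1. Nfur_peak_12398 (NC_029652.1, 29608492 to 29609192) held 152 ± 54.9 normalized reads in diapause (SD, n = 5) and 13.9 ± 10.9 in development (SD, n = 4), a limma log2 difference of 3.57 (SE 0.30, adjusted p = 3.16e-08). Nfur_peak_1167 (NC_029649.1, 27058275 to 27058659) held 180.0 ± 109 and 12.8 ± 6.56 normalized reads (log2 difference 3.40, SE 0.28, limma adjusted p = 1.78e-08). Nfur_peak_56712 (NW_015447614.1, 5184 to 5501) held 79.8 ± 14.0 and 8.13 ± 2.75 normalized reads (log2 difference 3.15, SE 0.31, limma adjusted p = 4.64e-07). Among lower peaks, Nfur_peak_20590 (NC_029654.1, 58030422 to 58030936) held 12.6 ± 8.51 normalized reads in diapause and 121 ± 86.0 in development (log2 difference -3.24, SE 0.35, limma adjusted p = 1.33e-06). Nfur_peak_13116 (NC_029652.1, 43965342 to 43965737) held 5.49 ± 4.82 and 44.1 ± 15.3 normalized reads (log2 difference -2.93, SE 0.51, limma adjusted p = 0.000423). Nfur_peak_20698 (NC_029654.1, 59828457 to 59828799) held 35.3 ± 21.0 and 269 ± 62.6 normalized reads (log2 difference -2.91, SE 0.25, limma adjusted p = 3.23e-08). At Nfur_peak_13116, 3 diapause libraries held 3, 3 and 1 reads, and at Nfur_peak_20590 Dia 6d replicate 1 held 3. All 6 stayed past the threshold in the same direction under each of 18 alternatives. The 18 leave out the filter on mean values of at least 1, which removed 0 peaks and tests nothing.

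In the South American killifish, 3334 peaks passed between Dia 6d and Pre-Dia (2377 higher and 957 lower in Dia 6d) and 1617 between Dia 6d and Dev (1121 higher, 496 lower). Between Dia 1m and Pre-Dia there were 2487 (1809 higher, 678 lower) and between Dia 1m and Dev 3606 (2627 higher, 979 lower). Dev against Pre-Dia gave 186 peaks (114 higher, 72 lower) and Dia 1m against Dia 6d gave 33 (19 higher, 14 lower). At an unadjusted p under 0.05 these last contrasts gave 7450 and 5297 peaks. In the pooled contrast 7625 peaks passed, of which 5104 were higher in diapause (66.9%) and 2521 lower, with a median absolute log2 difference of 0.98. After quantile normalization the higher share was 58.6%. The pooled count ranged from 3641 without Dev replicate 2 to 12162 without Pre-Dia replicate 2, and it also moved over 1.5 times without Dev replicate 1.5 (4270), Dia 6d replicate 1 (4465) and Dia 1m replicate 3 (4038).

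**Figure D2:**
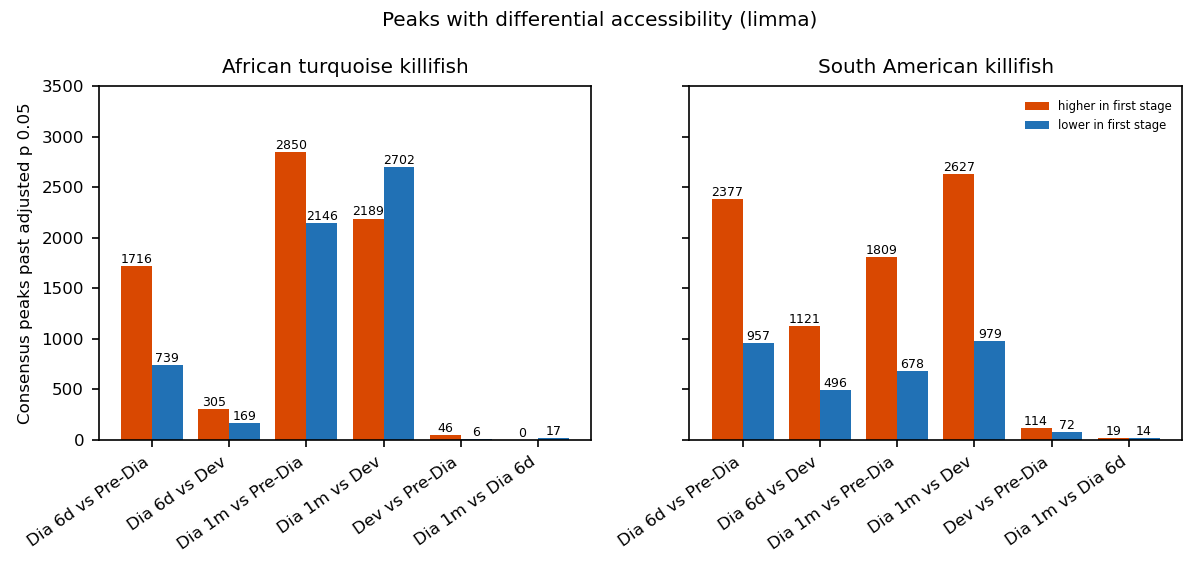
Bars give the number of consensus peaks past an adjusted p of 0.05 by limma in each pairwise contrast (x axis), higher (orange) or lower (blue) in the stage named first, for both species with diapause. Contrasts between states reached 474 to 4996 peaks, and those within a state 17 to 186.

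The definition of diapause-specific peaks gave 5080 in the South American killifish, 7.36% of all consensus peaks, and its mirror gave 2234 peaks lower in diapause. The median pooled log2 difference of the diapause-specific peaks was 0.96. Every diapause library exceeded every development library in 1743 of them (34.3%), and in 3389 of all 68977 peaks. Every diapause library lay below every development library in 849 of the 2234 lower peaks (38.0%), and in 3135 of all peaks. The median width of the diapause-specific peaks was 369 bp, below the 379 bp of all peaks, and that of the lower peaks was 466.5 bp. With Dia 1m replicate 3 left out, DESeq2 or edgeR on the recovered reads gave 4885 peaks, of which 3784 were among the 5080. The count moved over 1.5 times without 5 of the 9 libraries: 8257 without Pre-Dia replicate 2, 3222 without Dev replicate 1.5, 3007 without Dev replicate 2, 3173 without Dia 6d replicate 2 and 3302 without Dia 1m replicate 2.

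Among the named South American peaks, Alim_peak_51978 (NW_013953341.1, 43033 to 43363) held 132 ± 16.7 normalized reads in diapause (SD, n = 5) and 20.5 ± 14.6 in development (SD, n = 4), a limma log2 difference of 3.28 (SE 0.38, adjusted p = 5.28e-08). Pre-Dia replicate 2 held 1 read there, and without it the difference was 2.29. Alim_peak_5791 (NW_013952424.1, 2390145 to 2390739) held 189 ± 59.3 and 29.5 ± 18.2 normalized reads (log2 difference 3.07, SE 0.36, limma adjusted p = 4.08e-08). Pre-Dia replicate 1.5 held 1 read there, and without it the difference was 2.18. Alim_peak_19641 (NW_013952534.1, 334014 to 334426) held 243 ± 68.5 and 38.4 ± 30.8 normalized reads (log2 difference 2.90, SE 0.30, limma adjusted p = 1.09e-09). Lower in diapause were Alim_peak_56352 (NW_013953744.1, 97177 to 97759) with 12.2 ± 15.0 against 77.3 ± 33.5 normalized reads (log2 difference -3.40, SE 0.60, limma adjusted p = 0.000101) and Alim_peak_65525 (NW_013957656.1, 1521 to 1909) with 7.86 ± 7.00 against 63.9 ± 7.47 (log2 difference -3.16, SE 0.52, limma adjusted p = 3.71e-05). Alim_peak_47823 (NW_013953115.1, 109363 to 109686) held 6.39 ± 4.46 in diapause and 54.1 ± 11.5 in development (log2 difference -3.04, SE 0.55, limma adjusted p = 0.000157). Diapause libraries held as few as 1 read at each of these lower peaks. At Alim_peak_56352 the difference ranged from -2.40 without Dia 1m replicate 2 to -4.99 with the replicate number as a block. It was -4.41 without Dia 1m replicate 3. Of these 6, the first 5 stayed past the threshold in the same direction under each of 18 alternatives, not counting the filter that removed 0 peaks. Alim_peak_47823 did so under 17 and reached an adjusted p of 0.137 with the replicate number as a block, and its adjusted p ranged from 2.63e-06 to that value.

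**Figure D3:**
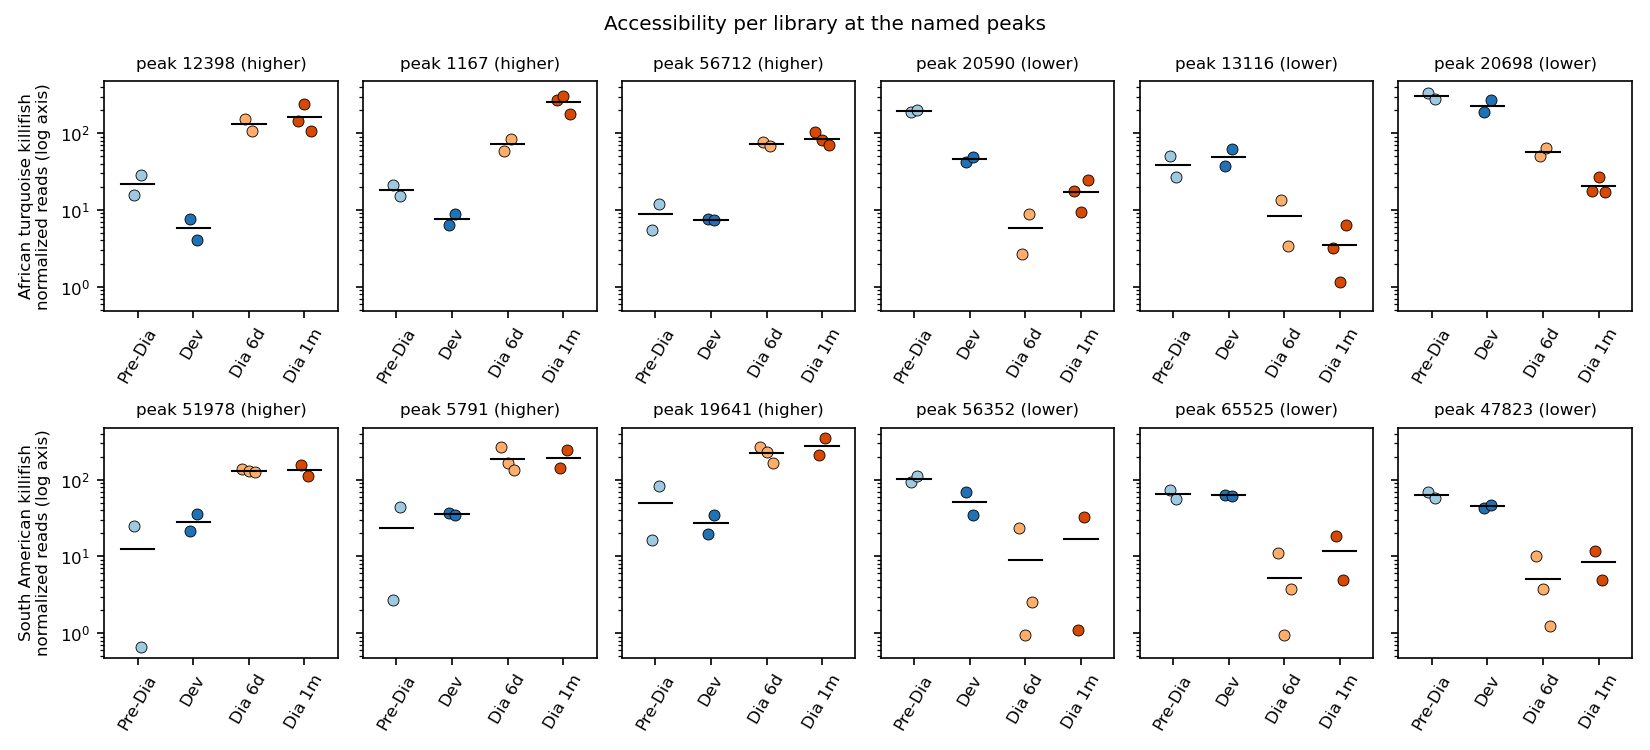
Normalized reads (log y axis) per library at the 6 named peaks of each species with diapause, by stage; points are libraries and horizontal lines are stage means. In every panel each of the 5 diapause libraries lies on the same side of all 4 development libraries.

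Pre-Dia and Dev were compared in the species without diapause to give the change between equivalent stages. Each of these comparisons rested on 1 Dev library, so that the Dev side had no replicate check. In the lyretail killifish limma called 5 peaks, 0 higher and 5 lower in Dev, with 7381 at an unadjusted p under 0.05. Without Pre-Dia replicate 3, edgeR called 492 (337 higher) and DESeq2 called 1, which was higher. The limma count was 2 without Pre-Dia replicate 1, 1150 without Pre-Dia replicate 2 and 718 without Pre-Dia replicate 3. In the red-striped killifish limma called 4201 peaks, 2728 higher and 1473 lower in Dev. After quantile normalization it called 0, with 3951 at an unadjusted p under 0.05. On the recovered reads DESeq2 called 866, whereas edgeR called more peaks than limma. The red-striped Dev library had a wider spread of log2 values (SD 1.54) than the Pre-Dia libraries (SD 1.13 and 1.19).

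The lyretail peaks with the largest decreases were Aaus_peak_36646 (AAUscf430, 164964 to 165855), with 1.69 normalized reads in Dev and 86.8 ± 63.1 in Pre-Dia (SD, n = 3; limma log2 difference -4.80, adjusted p = 0.0231), and Aaus_peak_16199 (AAUscf198, 922770 to 923270), with 1.69 and 54.8 ± 15.6 (log2 difference -4.34, limma adjusted p = 0.0231). Each held 1 read in Dev. Ratios of Pre-Dia to Dev were taken from reads summed over the Pre-Dia libraries and scaled by the library factors, not from the means above. The ratio was 41.0 at Aaus_peak_36646 (95% interval 7.29 to 1626) and 35.6 at Aaus_peak_16199 (6.32 to 1413). These intervals, exact binomial on the reads, cover counting error only. Across alternatives the adjusted p ranged from 1.7e-08 to 0.856 at Aaus_peak_36646 and from 7.67e-08 to 1 at Aaus_peak_16199. In the red-striped killifish, Astr_peak_22341 (AAUscf227, 182405 to 182616) held 67.5 normalized reads in Dev and 4.13 ± 3.86 in Pre-Dia (SD, n = 2; log2 difference 3.98, limma adjusted p = 0.00258). Astr_peak_52200 (AAUscf684, 5148 to 5320) held 106 and 8.20 ± 3.66 (log2 difference 3.60, limma adjusted p = 7.37e-05). Lower in Dev were Astr_peak_14443 (AAUscf172, 759791 to 760204) with 1.11 against 787 ± 215 normalized reads (log2 difference -8.52, limma adjusted p = 1.04e-24) and Astr_peak_40988 (AAUscf4491, 11 to 348) with 3.32 against 1445 ± 379 (log2 difference -8.36, limma adjusted p = 1.52e-28). From 1 read and 3 reads in Dev, the ratio of Pre-Dia to Dev, taken as for the lyretail peaks, was 686 at Astr_peak_14443 (95% interval 123 to 27118) and 421 at Astr_peak_40988 (144 to 2041). Both lay among 59 red-striped peaks with 3 or fewer reads in Dev and at least 100 normalized reads in each Pre-Dia library, and the opposite pattern occurred at 0 peaks. After quantile normalization all 4 red-striped peaks had an adjusted p of 0.651 with limma.

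The lyretail and red-striped tables use the same assembly, so their peaks could be compared by position. Of the lyretail peaks, 28323 (49.4%) overlapped a red-striped peak by at least 1 bp, and 30203 red-striped peaks (49.2%) overlapped a lyretail peak. A reciprocal overlap of 50% left 19227 pairs. Over 28192 best-overlapping pairs, the Dev minus Pre-Dia log2 difference had a Spearman correlation of 0.33 across peaks between the species, against -0.03 for the difference between the 2 red-striped Pre-Dia libraries. Of 3195 pairs called in the red-striped killifish, 2454 had a lyretail difference of the same sign (76.8%, Wilson score 95% interval 75.3 to 78.2). The share was 83.6% for the 2493 peaks higher in red-striped Dev and 52.6% for the 702 lower ones, where 56.0% of all pairs had a lyretail difference above 0. Peaks are not independent replicates, and each species contributed 1 Dev library. The red-striped calls used here were not kept after quantile normalization. In both species the Dev library had the widest spread of log2 values. In the lyretail killifish the SD was 1.36 in Dev and 1.22, 1.26 and 1.13 in Pre-Dia. Whether that spread accounts for the shared sign was not tested.

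**Figure D4:**
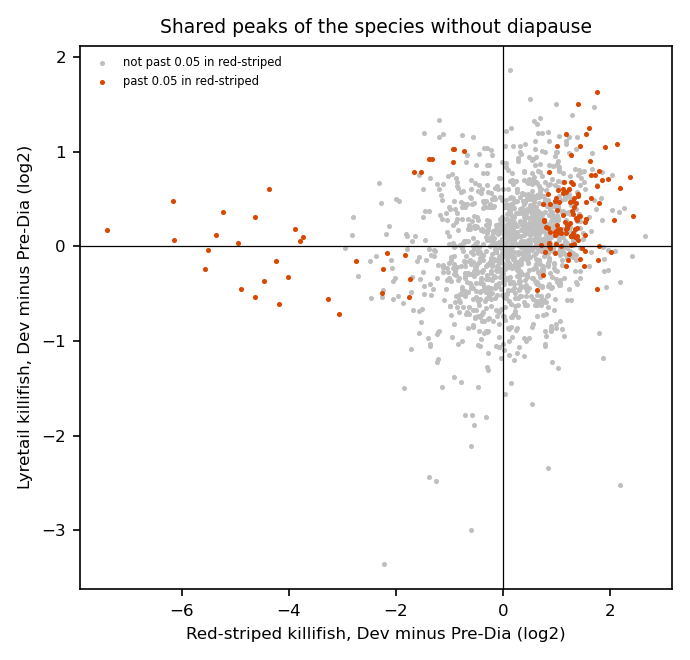
Dev minus Pre-Dia log2 difference in the red-striped (x axis) and lyretail killifish (y axis) at every 20th of the 28192 shared peaks (1410 points); orange points passed an adjusted p of 0.05 in the red-striped killifish. Orange points to the right lie mostly above 0 on the y axis, and those to the left lie on both sides of it.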

Values the study reported

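The study reported 6,490 genomic regions with diapause-specific chromatin accessibility in the African turquoise killifish and 6647 in the South American killifish. Its principal component analysis of the African turquoise killifish used 60,359 peaks.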

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

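Tests of the label and of the signal over background of African turquoise Dia 1m replicate 3, and the tests of the smaller South American table, were chosen only after the results were seen.

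African turquoise Dia 1m replicate 3 stood apart from the other diapause libraries. Its mean Pearson correlation of log2 values with them was 0.734, and the next lowest library had 0.818. It was 1 of 24 groups of libraries and measures in which the end value passed Dixon's limit, where chance gives 1.2. Depth gives no reason for this, since its 3.94 M reads in peaks were the most of any diapause library. A label from another of the sampled stages is argued against as the whole cause. Its Pearson correlations with libraries of other stages were 0.701 and 0.696 (Pre-Dia), 0.632 and 0.666 (Dev) and 0.706 and 0.730 (Dia 6d), where the replicates of those stages correlated at 0.837, 0.908 and 0.883. Within its own stage it had 0.805 with Dia 1m replicate 1 but 0.695 with replicate 2, below the Pre-Dia and Dia 6d values, so its label is not shown to be right either, and a sample from outside these stages was not tested. Lower signal over background stays open as a candidate explanation. The library had the smallest spread of log2 values (SD 1.18) of the 9, and the slope of its values on the other libraries of its stage was 0.664, against 0.827 or more in the other libraries. However, on the mean of Dia 1m replicates 1 and 2 the Pre-Dia libraries had slopes as low (0.651 and 0.663), and its Spearman correlation with Dia 1m replicate 1 was 0.766, below the 0.838 between replicates 1 and 2, so these values cannot be told apart from a difference between the embryos. Variation between pools of embryos in diapause was not tested. Without this library the diapause-specific count was 8386 in place of 4719 and the pooled count 13500 in place of 6802.

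The effect of diapause differed between Dia 1m and Dia 6d at 17 African turquoise peaks by limma, all lower in Dia 1m. On the recovered reads edgeR gave 36 and DESeq2 123, quantile normalization left 1, and a separate fit of those stages gave 0 (3330 at an unadjusted p under 0.05). The count rested on single libraries. It was 3 without either Pre-Dia library, 0 without either Dev library, either Dia 6d library or Dia 1m replicate 1, 1157 without Dia 1m replicate 2 and 357 without Dia 1m replicate 3. At an unadjusted p under 0.05 the fits that gave 0 had 2799 to 4060 peaks. Time spent in diapause is the difference that the design names, and no technical explanation of these peaks was tested apart from the alternatives.

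In the South American killifish, 33 peaks differed between Dia 1m and Dia 6d by limma, 19 higher and 14 lower in Dia 1m. Without Dia 1m replicate 3, edgeR gave 594 and DESeq2 177. The limma count was 222 and 236 without Pre-Dia replicates 1.5 and 2, 15 and 14 without Dev replicates 1.5 and 2, 90 and 12 without Dia 6d replicates 1 and 2, and 0 and 228 without Dia 1m replicates 2 and 3. The fit with 0 had 1998 peaks at an unadjusted p under 0.05. Time in diapause again stays open and was not tested beyond these fits.

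The smaller South American table, which entered no comparison, held a signal in the same direction. At 1447 of its peaks that overlap a diapause-specific peak of the larger table, the median Dia 1m minus Pre-Dia log2 difference was 1.21. The middle 95% of 10000 random lists of the same size and matched level had medians from -0.02 to 0.11. This table was normalized apart from the larger one and has 1 library per stage, so the value describes these libraries. Its Pre-Dia library resembled Pre-Dia replicate 1.5 of the larger table most, although the chi-square per peak between them was 2.97, which argues against 1 library counted in both tables. With the calls made without Pre-Dia replicate 1.5, the median was 0.81 over 2519 peaks and lay at percentile 100 of its own random lists, with a middle 95% from 0.03 to 0.12. Calls that hold only for the libraries of the larger table are therefore argued against as the whole explanation. Embryos shared between the tables stay open, since the labels do not name them. The Dev library of the smaller table was left out, because it held the same reads as Dev replicate 2 of the larger table at 99.6% of 1037 peaks with the same coordinates, where no other pair exceeded 1.35%. That is consistent with 1 library present in both tables.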

How the results depend on the processing

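The filter on mean values of at least 20, the count tests on recovered reads and the smaller table's calls without Pre-Dia replicate 1.5 were chosen only after the data were seen. The planned filter on mean values of at least 1 removed 0 peaks and tests nothing. The planned mean of replicates 1 and 1.5 was not run, because no stage of the larger South American table holds both, and the comparison by genomic position was not run. Leaving out a red-striped Pre-Dia library left no residual degrees of freedom and was not run. Counts stayed within 1.5 times for every contrast under a pseudocount of 0.1 and under the filter of at least 20. In the pooled contrasts, 0 peaks called under both settings changed direction under any alternative run. Unless stated, the cause of a change was not tested.

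Median centring gave 82 peaks in place of 52 for African turquoise Dev against Pre-Dia and 2476 in place of 4201 for the red-striped killifish. Quantile normalization gave 4094 African turquoise peaks for Dia 6d against Pre-Dia, 767 for Dia 6d against Dev, 170 for Dev against Pre-Dia and 1 for Dia 1m against Dia 6d. It gave 1590 South American peaks for Dia 1m against Pre-Dia. It left 0 lyretail and 0 red-striped peaks, with 5133 and 3951 at an unadjusted p under 0.05. It also moved the higher share of calls, to 59.8% from 69.9% for African turquoise Dia 6d against Pre-Dia and to 65.9% from 88.5% for Dev against Pre-Dia. The South American shares moved to 62.2% from 72.7% for Dia 1m against Pre-Dia, to 49.0% from 61.3% for Dev against Pre-Dia and to 44.4% from 57.6% for Dia 1m against Dia 6d.

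The majority direction of calls changed in several contrasts. Under quantile normalization lower peaks became the majority in the African turquoise pooled contrast (3957 higher, 4131 lower), in Dia 1m against Pre-Dia (3203 and 3289) and, by a small margin, in diapause-specific peaks against their mirror (5355 and 5381). Lower peaks also became the majority without Dia 1m replicate 2 in the pooled contrast (4769 and 5158) and in Dia 1m against Pre-Dia (2798 and 3292), without Pre-Dia replicate 2 in diapause-specific peaks against their mirror (2120 and 2198), and without Dia 6d replicates 1 (14 and 35) and 2 (15 and 20) in Dia 6d against Pre-Dia. Without Dia 6d replicate 1 the same held for Dia 6d against Dev (21 and 32). Higher peaks became the majority for Dia 1m against Dev by DESeq2 (3547 and 3146) and without Dev replicates 1 (364 and 195) and 2 (491 and 289) and Dia 1m replicate 3 (4423 and 4308). Of the lyretail calls, 337 were higher and 155 lower by edgeR and 378 and 340 by limma without Pre-Dia replicate 3, in place of 0 and 5. DESeq2 without that library called 1 peak, which was higher. African turquoise Dev against Pre-Dia had 0 higher and 1 lower without Dev replicate 2. South American Dev against Pre-Dia turned to more lower peaks by DESeq2 (88 and 95) and without Dev replicates 1.5 (1 and 6) and 2 (10 and 15). So did Dia 1m against Dia 6d at a threshold of 0.01 (5 and 8) and without Dev replicate 1.5 (7 and 8), Dia 6d replicate 3 (11 and 12) and Dia 1m replicate 3 (87 and 141). South American contrasts between states and the pooled contrast kept their majority under every alternative.

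Separate fits of only the libraries compared gave, in the African turquoise killifish, 10466 peaks for Dia 6d against Pre-Dia, 6328 for Dia 6d against Dev, 1585 for Dia 1m against Pre-Dia, 2519 for Dia 1m against Dev, 6110 for Dev against Pre-Dia and 0 for Dia 1m against Dia 6d (3330 at an unadjusted p under 0.05). These fits of 2 stages use fewer libraries and their own estimate of the spread. South American counts from such fits were 5278 for Dia 6d against Dev, 494 for Dia 1m against Pre-Dia, 111 for Dev against Pre-Dia and 145 for Dia 1m against Dia 6d. A fit of 2 groups to all 9 South American libraries gave 4985 for the pooled contrast.

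The replicate numbers did not pair the samples: deviations from the stage means correlated at -0.23 to 0.04 over 12 African turquoise pairs with the same number and at -0.17 to 0.18 over 8 South American pairs. With the replicate number as a block, African turquoise counts were 7416 for Dia 6d against Pre-Dia, 2836 for Dia 6d against Dev, 11604 for Dia 1m against Pre-Dia, 7876 for Dia 1m against Dev, 2903 for Dev against Pre-Dia, 279 for Dia 1m against Dia 6d, 12557 pooled and 8069 diapause-specific, and higher peaks were the majority for Dia 1m against Dev (4075 and 3801). The South American counts with the block were 113, 65, 270 and 869 for the 4 contrasts between states in the same order, 67 for Dia 1m against Dia 6d, 248 pooled and 753 diapause-specific. The number 3 occurs once among African turquoise libraries, so that the block removes Dia 1m replicate 3 from the comparison. Among the South American libraries the number 1 occurs once, 1.5 only in development and 3 only in diapause. Only the number 2 therefore compares the states within a block there. The South American counts between states and the block result at Alim_peak_47823 rest on the libraries with that number.

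At a threshold of 0.01, fewer peaks passed by construction. African turquoise counts were 294 and 79 for Dia 6d against Pre-Dia and Dev, 1522 and 1662 for Dia 1m against Pre-Dia and Dev, 0 for Dev against Pre-Dia (8497 at an unadjusted p under 0.05), 0 for Dia 1m against Dia 6d (4953), 2695 pooled and 1460 diapause-specific. South American counts were 864, 444, 744, 1463, 18 and 13 for the contrasts in the same order, 2968 pooled and 1945 diapause-specific. The lyretail count was 0 (7381 at an unadjusted p under 0.05) and the red-striped count 1827.

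On recovered reads, edgeR gave 846 African turquoise peaks for Dia 6d against Dev and 36 for Dia 1m against Dia 6d, and DESeq2 gave 1255 and 123 for these and 580 for Dev against Pre-Dia. For the South American killifish, with Dia 1m replicate 3 left out, edgeR gave 2973 for Dia 6d against Dev, 1032 for Dia 1m against Pre-Dia, 388 for Dev against Pre-Dia and 594 for Dia 1m against Dia 6d. DESeq2 gave 1859 for Dia 6d against Pre-Dia, 541 for Dia 1m against Pre-Dia, 177 for Dia 1m against Dia 6d, 3682 pooled and 3082 diapause-specific. Limma without that library gave 4038 pooled and 3984 diapause-specific peaks. Without Pre-Dia replicate 3, edgeR gave 492 lyretail peaks and DESeq2 1. DESeq2 gave 866 red-striped peaks and edgeR 5226.

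Leaving out each library in turn removes residual degrees of freedom, and where it left 1 library of a stage, that library was assumed to vary like the others. African turquoise counts ranged from 35 (without Dia 6d replicate 2) to 8230 (without Dia 1m replicate 3) for Dia 6d against Pre-Dia and from 11 to 3356 (the same libraries) for Dia 6d against Dev. They ranged from 719 (without Pre-Dia replicate 2) to 12519 (without Dia 1m replicate 3) for Dia 1m against Pre-Dia, from 559 (without Dev replicate 1) to 10198 (without Dia 1m replicate 2) for Dia 1m against Dev, and from 0 (without Pre-Dia replicate 2, among others) to 3568 (without Dia 1m replicate 3) for Dev against Pre-Dia. For Dia 1m against Dia 6d the range was 0 to 1157 (without Dia 1m replicate 2), for the pooled contrast 2277 (without Dev replicate 2) to 13500 (without Dia 1m replicate 3), and for diapause-specific peaks 2042 to 8386. Of the 9 libraries, all moved both Dia 6d contrasts, Dev against Pre-Dia, Dia 1m against Dia 6d and the diapause-specific count over 1.5 times. All but Dia 1m replicate 2 moved the pooled count, all but the Pre-Dia and Dia 6d libraries moved Dia 1m against Dev, and all but the Dev libraries, Dia 6d replicate 2 and Dia 1m replicate 2 moved Dia 1m against Pre-Dia.

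South American counts ranged from 1051 (without Dia 6d replicate 2) to 7725 for Dia 6d against Pre-Dia, from 179 (without Dev replicate 1.5) to 3738 for Dia 6d against Dev, from 592 (without Dia 1m replicate 3) to 6913 for Dia 1m against Pre-Dia, from 7 (without Dev replicate 1.5) to 2939 for Dev against Pre-Dia, from 0 (without Dia 1m replicate 2) to 236 for Dia 1m against Dia 6d, from 3641 (without Dev replicate 2) to 12162 pooled and from 3007 (without Dev replicate 2) to 8257 diapause-specific, each highest without Pre-Dia replicate 2. Dia 1m against Dev ranged from 916 (without Dia 1m replicate 2) to 6202 (without Pre-Dia replicate 1.5), with 6197 without Pre-Dia replicate 2. Without Pre-Dia replicate 1.5, counts were 3735 for Dia 6d against Dev, 347 for Dev against Pre-Dia and 222 for Dia 1m against Dia 6d. Without Dev replicate 1.5 they were 1316 for Dia 1m against Dev, 4270 pooled and 3222 diapause-specific. Without Dev replicate 2 they were 384 for Dia 6d against Dev and 25 for Dev against Pre-Dia. Lyretail counts ranged from 2 to 1150. The exact p of the first principal component ranged from 0.0179 to 0.0893 in the African turquoise killifish, past 0.05 without Dev replicate 2 and Dia 1m replicate 1, and from 0.0179 to 0.0286 in the South American killifish; other alternatives left both under 0.05. The difference in reads in peaks ranged from -1.19 to 0.134 M in the African turquoise killifish, above 0 without Dev replicate 1, and from -2.44 to 0.380 M in the South American killifish. It was above 0 there without Pre-Dia replicate 2 (0.380) and Dev replicate 2 (0.0206), and the lowest value, without Pre-Dia replicate 1.5, had an exact p of 0.0179. Without Dia 1m replicate 3 it was -0.848 M.

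Over the alternatives that gave an adjusted p, named peaks kept their direction and stayed past the threshold in 249 repeats, kept the direction without passing it in 13 and changed direction in 0. The 249 leave out the filter on mean values of at least 1, which only repeats the main fit. The sign shared by lyretail and red-striped peaks was 76.5% with a pseudocount of 0.1 and 78.2% with a reciprocal overlap of 50%. In the smaller South American table, the median difference was 1.18 with the reciprocal overlap and 0.81 in place of 1.21 when the calls were made without Pre-Dia replicate 1.5. On simulated data with the depth and the 3 libraries of the red-striped comparison, limma recovered 0% of peaks changed 2-fold and 15% of those changed 4-fold.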

Other observations

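The tests of signal spread, of the share of higher calls after quantile normalization, of the copied columns and of the unit were chosen only after the results were seen.

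The number of peaks that differ between diapause and development was set against other splits of the 9 libraries into 5 and 4. In the African turquoise killifish a limma fit of 2 groups called 5171 peaks for the real split. Of the 100 splits, 1 reached that number, the real one itself, and the highest other drawn split gave 1305. In the South American killifish the real split gave 4985, 1 of 100 splits reached it and the highest other drawn split gave 1021. A share of 1 in 100 is the smallest that this draw allows. It argues against chance in both species, although a split that was not drawn could give a higher number. In each species the highest other drawn split kept all 4 development libraries together and moved 1 Dia 6d library to their side.

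Technical causes of the diapause-specific peaks were tested in turn. With every African turquoise library thinned to 2.26 M reads, 3700 peaks were diapause-specific in place of 4719, and 3397 of the 4719 were among them. With 8 South American libraries thinned to 2.99 M and Dia 1m replicate 3 left out, 2144 were diapause-specific in place of 3984, and 1908 of the 3984 were among them. Both counts stayed above 50% of the full count, which argues against depth as the whole cause, although depth limits how many peaks are found. After quantile normalization, which gives every library the same distribution of values, the counts were 5355 and 4295, which argues against a difference in spread. The 10 strongest South American peaks lay on 5 sequences, and the 8 strongest on 3 of these. The strongest one (NW_013955298.1, 5472 to 7117) held a mean of 155100 normalized reads in diapause and 96007 in development. With factors taken from the total of all other peaks, 3717 peaks were diapause-specific in place of 5080, within 1.5 times. The factors replaced lay within 1.80% of median-of-ratios factors, which a few strong peaks hardly move. The test therefore measures a change of the kind of factor and does not decide whether these peaks are a cause.

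More South American peaks were higher than lower in diapause, 66.9% of pooled calls. After quantile normalization the share was 58.6%, and without 1 library in turn it ranged from 63.3 to 74.4%. The share stayed above 50%, but each of these normalizations assumes that most peaks do not change, so that a normalization that moves all peaks cannot be told apart from a wider opening of chromatin in diapause.

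The 939 African turquoise peaks on NC_029667.1 had a median pooled log2 difference of 0.19, the largest of the assembled chromosomes, and 12.2% of them were diapause-specific. This chromosome was singled out after its values were seen. A trend with chromosome size is argued against: the shift lay 0.21 off a line over the other chromosomes, whose largest residual was 0.09. So is 1 cluster of peaks, since the median over 26 windows of 1 Mb was 0.19, the next chromosome had 0.11 and 19 windows were above 0. Chance was not excluded, as 14 of 126 splits of the libraries gave some chromosome a shift as large as 0.20, with 0.19 the highest that was smaller. Dev replicate 1 (0.13) and Dia 1m replicate 3 (-0.08) deviated against their states.

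Neighbouring peaks changed together. For pairs less than 1 kb apart the Spearman correlation of the pooled log2 difference was 0.53 over 7243 African turquoise pairs and 0.55 over 8705 South American pairs. Beyond 100 kb it was 0.21 over 1644 and 0.31 over 517 pairs. A candidate explanation is a trend along the genome in any pair of libraries. The highest correlation between neighbours for 2 libraries of 1 stage was 0.611 in the African turquoise and 0.422 in the South American killifish. The African turquoise value is that of Dia 1m replicates 2 and 3; without replicate 3 the highest was 0.371. The lowest for a diapause and a development library was 0.341 and 0.306, so the ranges overlap and such a trend cannot be told apart from shared regulation.

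In the red-striped killifish, 59 peaks on 51 sequences held 3 or fewer reads in the Dev library and at least 100 normalized reads in both Pre-Dia libraries, and 0 peaks showed the opposite. Lower depth of the Dev library is argued against, since it held 2.03 M reads in peaks and the Pre-Dia libraries 1.93 and 1.37 M. The median expected in the Dev library from the Pre-Dia level was 205 reads (204.85). Choosing peaks with at least 100 normalized reads in Pre-Dia makes a high expected value likely, so that value alone decides little. Of these peaks, 94.9% overlap a lyretail peak, where the lyretail medians were 817 in Pre-Dia and 819 in Dev. Reads from the lyretail killifish in the Pre-Dia libraries cannot be told apart from a change in the embryos. The median ratio of Pre-Dia to lyretail values was 0.291 at the 56 overlapping peaks (quartiles 0.175 and 0.487), and 44% of red-striped peaks over the 500 strongest lyretail peaks had a ratio below 50% of that. Over those strongest peaks the median ratio was 0.173 in Pre-Dia and 0.178 in Dev, so Pre-Dia was not raised above Dev there. That value rests on 1 Dev library, and the lyretail libraries are only an assumed profile of such reads, which keeps this open. Sequence over 10 kb missing from the Dev embryos may account for part of them. Of the 31 peaks with a neighbour within 10 kb, 18 had one that was also at 3 or fewer reads (58.1%, exact binomial 95% interval 39.1 to 75.5), against 8.76% of all peaks. The interval spans 50%, the limit set before the test, so this stays open with 1 Dev library.

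The tables are named RPKM, but at least 99.9942% of the values in each column were whole multiples of the value of 1 read whatever the peak width, which is consistent with a file of another unit than its name. The 4 further columns of the larger South American table held the values of the smaller table in that table's order in 100% of the peaks it lists, which is consistent with columns pasted without matching the peaks.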
